A study of Rattus norvegicus with 10 samples. Its data were reported in "Systemic Wound Healing Associated with local sub-Cutaneous Mechanical Stimulation" (2016).

How the data were processed

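The authors collected muscle beneath the skin from rats with collagen-induced arthritis, made polyadenylated RNA libraries from it and sequenced them on an Illumina HiSeq instrument. Per the labels and the study's methods, adapters were trimmed with cutadapt, reads were aligned to the rat genome build rn4 with bowtie2, and reads were assigned to single transcripts of the UCSC annotation with HTSeq in its intersection-nonempty mode. Whether the counting used strand is not stated, so transcripts that overlap another gene are uncertain. HTSeq drops a read that fits more than 1 transcript, so transcripts of 1 gene that overlap each other lose the reads they share. Of the 17221 transcripts in the table, 906 overlapped another transcript of the same symbol and 1438 overlapped a transcript of another symbol, of which 775 were tested. Overlap was taken from the whole span of each transcript on either strand, introns included. Overlapping transcripts therefore need not share counted reads.

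The values the authors deposited are a signal per transcript and library: read counts scaled to CPM, counts per 1e+06 reads with edgeR's TMM factors. The columns do not sum to that total, because the TMM factor of each library is part of the scaling. In each library the values were whole multiples of what 1 read was worth, within a tolerance of 0.01 reads for 100% of values, so the read counts behind the deposited signal could be recovered. TMM factors computed here from the recovered reads differed from those in the table by at most 2.76e-09%. Identifiers and symbols are given as in the table. Of the identifiers, 16169 (93.9%) matched the gene name table of assembly GRCr8, and 3050 of these carry another symbol today. Coordinates are those of rn4, counted from 1.

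Values were tested as log2(CPM + 1), so a fold change is on that scale and understates the change of low transcripts. Transcripts were kept with at least 1 CPM in both libraries of at least 1 group, which left 10259 transcripts (59.6%) of 10122 symbols. A limma model with 1 mean per group was fitted over all 10 libraries with eBayes and a mean trend (5 residual and 5.14 prior degrees of freedom), because a pair of groups alone leaves few degrees of freedom. A Benjamini-Hochberg adjusted p under 0.05 counted as a call. The study's own rule was applied to the same fit as a second reading: unadjusted p under 0.05, a change of at least 2-fold and a mean of at least 1 CPM over the compared libraries. The study used limma-voom, which was run on the recovered reads as an alternative, as were edgeR's quasi-likelihood test and DESeq2. The work used R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15 and matplotlib 3.10.9. Other alternatives were pseudocounts of 0.25 and 4, no filter, a mean of at least 5 CPM, 2 other scalings, the 20 most abundant transcripts left out, a fit of the compared groups alone, no mean trend, a block for the replicate number, and each library left out in turn. With the 20 transcripts left out, each library was rescaled to its plain sum without TMM factors. That alternative therefore changes the scaling as well as the transcripts. The rRNA level as a covariate and transcripts summed per symbol were added after the data had been seen.

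The comparisons, tests, alternatives, gene sets and naming rule were fixed before the data were examined. The text names, for each pair of groups, the calls whose libraries do not overlap, up to 3 per direction. Where a pair had no call, the 2 transcripts per direction with the smallest unadjusted p among those meeting the study's rule are named, and these did not pass. The 8 genes that the study followed in joint cells or serum (Adora2a, Adora3, Ada, S100a8, S100a9, Fos, Wnt5b and Gjb2) are named as well. With 2 libraries against 2, an exact permutation test cannot give a p below 0.333, so none is given per gene.

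The study's 7 gene sets were tested with limma's camera at a preset correlation between genes of 0.01, with fry and an estimated correlation as checks, over 42 tests, and by a hypergeometric test of the transcripts meeting the study's rule, over 84 tests. Marker lists for slow fibres, fast fibres, both phases of the clock, immediate early genes, tendon, adipocytes, leukocytes, red blood cells, glucocorticoid response, keratinocytes, posterior position and trunk position were written before the expression values were examined, but after the top of the study's own lists of changed genes from these libraries had been read, which named 44 of their 154 members, 10 of 16 for the glucocorticoid list and 9 of 12 for slow fibres. The other members were therefore also tested apart, against random lists of transcripts of like mean level. Such lists sample transcripts and not animals, so their percentages take no account of members that vary together. Lists for lymph node and for mammary tissue were added afterwards.

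The analysis was tested on simulated counts drawn from the means, spread and depth of these libraries. For AP_1h against RA_0, with 200 transcripts changed 4-fold, limma recovered 60.0% of them with 7 false calls, limma-voom 55.0% with 5, edgeR 59.5% with 5 and DESeq2 81.5% with 32. The study's rule met 97.0% of them together with 347 unchanged transcripts. At 16-fold, limma recovered 96.5%. The changed transcripts were drawn from those with a mean of at least 5 CPM, so recovery at lower means was not tested. Intervals and floors below cover counting error only.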

Results

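The data are RNA-seq profiles of muscle beneath the skin of female Wistar rats with collagen-induced arthritis, a model of rheumatoid arthritis (RA) in which the animals are immunised with collagen. The 10 libraries fall into 5 groups of 2 animals each. RA_0 was sampled before therapy. AP_1h and AP_34d were sampled 1 h and 34 days after the start of acupuncture, in which a needle is put in and turned. PLA_1h and PLA_34d were sampled at the same times after placebo, an injection of saline. The study's methods give it as a peritoneal injection, so placebo did not puncture the needled points. The libraries held between 5371687 and 8899521 counted reads, so that 1 CPM stood for between 4.19 and 10.1 reads, and a count of 0 allows up to between 0.297 and 0.716 CPM (3 reads). Of the 17221 transcripts, 3356 (19.5%) were at 0 in every library.

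Replicates correlated with Pearson's r between 0.916 and 0.961 across transcripts, and libraries of different groups with r between 0.888 and 0.976, so that the 2 ranges overlapped. Transcripts are not independent replicates, and these values describe the libraries only. The first and second principal components held 31.5% and 21.1% of the variance. PLA_34d replicate 1 lay farthest out on the first component, with a mean r of 0.906 with the other libraries. The share of reads on the ribosomal transcript Rn45s ran from 0.237% (95% Wilson interval 0.233% to 0.240%) in PLA_34d replicate 1 to 1.43% (1.43% to 1.44%) in PLA_1h replicate 2. The 20 transcripts with the highest mean took from 24.3% (24.3% to 24.4%) to 38.1% (38.0% to 38.1%) of the reads in the same libraries.

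**Figure D1:**
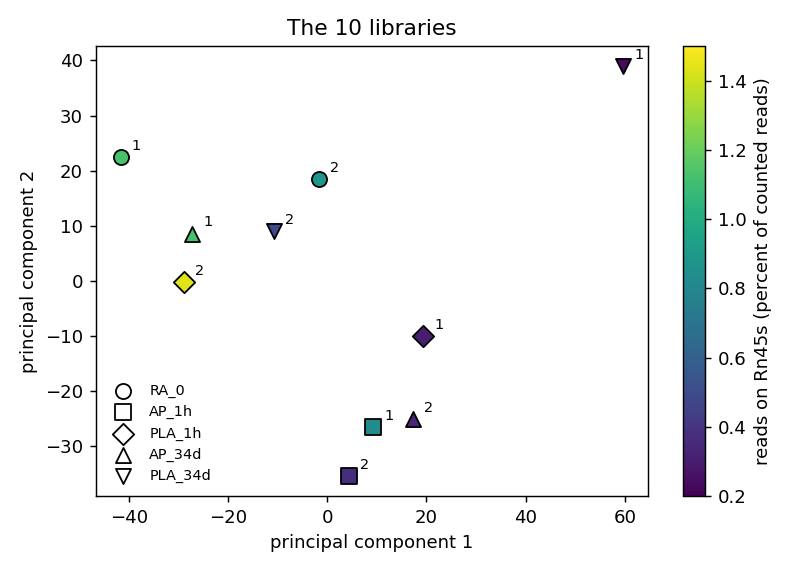
Principal components 1 and 2 of log2(CPM + 1) for the 10 libraries, with 1 point per library, numbered by replicate and shaped by group. The colour gives the percent of counted reads on Rn45s, which is lowest (0.237%) in PLA_34d replicate 1 at the far right.

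The comparison of AP_1h with RA_0 asked what had changed in the stimulated tissue 1 h after acupuncture began. limma called 3 of 10259 transcripts at an adjusted p under 0.05, with 912 at an unadjusted p under 0.05 where chance gives 513. Cst7 (NM_001106523, rn4 chromosome 3, 141188442 to 141199756) rose from 9.49 ± 6.33 to 355 ± 86.7 CPM (SD, n = 2), a log2 change of 5.21 ± 0.57 (SE, limma adjusted p 0.0358). Arntl (NM_024362, chromosome 1, 171062181 to 171162426), today Bmal1, rose from 3.24 ± 0.875 to 23.8 ± 1.64 CPM, a log2 change of 2.56 ± 0.33 (limma adjusted p 0.0459). RGD1561161 (NM_001134510, chromosome 2, 44703932 to 45210939), today Cspg4b, fell from 34.9 ± 2.11 to 6.52 ± 1.27 CPM, a log2 change of -2.26 ± 0.28 (limma adjusted p 0.0459). Its span overlaps that of another symbol, so it is uncertain, though whether they share exons was not tested. Each of the 3 changed in both AP_1h libraries beyond both RA_0 libraries. At 4267 transcripts (41.6%) the libraries of these groups did not overlap, where chance gives 33.3%.

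**Figure D2:**
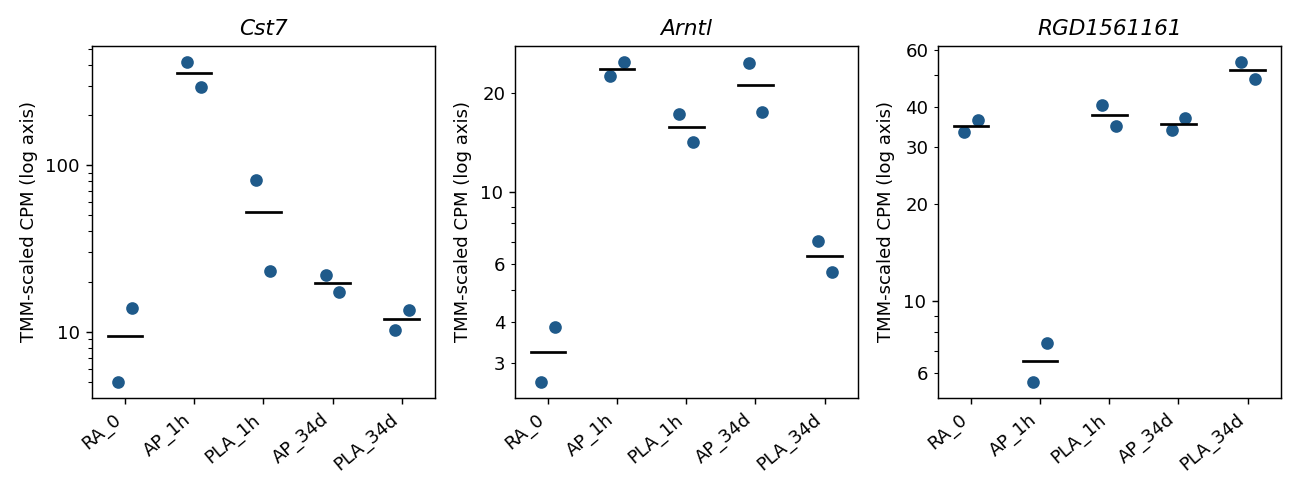
CPM (log axis) of Cst7, Arntl and RGD1561161 in the 5 groups, with 1 point per library and a bar at the mean of 2. Cst7 averaged 355 CPM at AP_1h and 9.49 CPM at RA_0, Arntl was lowest at RA_0 (3.24 CPM), and RGD1561161 was lowest at AP_1h (6.52 CPM).

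The number of calls depended on the test. limma-voom and edgeR called 0 transcripts and DESeq2 called 173, and a fit of the 4 compared libraries alone called 108, the 3 transcripts above among them in both cases. limma called 0 without either RA_0 library, without either AP_1h library, without AP_34d replicate 2 and without PLA_34d replicate 2. It called 1 (Cst7) without either PLA_1h library, 5 without AP_34d replicate 1 and 6 without PLA_34d replicate 1. Over all alternatives the adjusted p of Cst7 ran from 3.60e-14 to 0.306, that of Arntl from 1.68e-06 to 0.467 and that of RGD1561161 from 4.49e-08 to 0.467, with no change of direction. By the study's rule 628 transcripts changed, 260 up and 368 down.

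For AP_34d against RA_0, the change over the whole course of acupuncture, limma called 0 transcripts (smallest adjusted p 0.260), with 489 at an unadjusted p under 0.05. limma-voom and edgeR also called 0, and DESeq2 called 33. The study's rule gave 153 that rose and 136 that fell (289 in all), and 905 met it without AP_34d replicate 1. The 4 transcripts named by the rule did not pass. Arntl stood at 21.1 ± 5.18 CPM (SD, n = 2) and Tnfrsf12a (NM_181086, chromosome 10, 12940334 to 12942343) at 54.5 ± 4.9986 CPM against 10.3 ± 0.555 at RA_0. G0s2 (NM_001009632, chromosome 13, 109121297 to 109122209) fell to 4.53 ± 0.495 CPM from 26.5 ± 12.9, and Sec14l5 (NM_001135710, chromosome 10, 10512385 to 10551084) fell to 4.45 ± 2.15 CPM from 24.7 ± 2.17. Their log2 changes were 2.38, 2.29, -2.23 and -2.29 (limma adjusted p between 0.260 and 0.338). DESeq2 called each of the 4, and over all alternatives their adjusted p ran from 8.42e-05 to 1.00.

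PLA_1h against RA_0 asks what changes with time and a peritoneal injection, without acupuncture. There limma called 0 transcripts (smallest adjusted p 0.454), with 266 at an unadjusted p under 0.05. limma-voom and edgeR called 0 and DESeq2 called 11. Without PLA_1h replicate 2, limma called 1. Under the study's rule 102 rose and 69 fell (171 in all), with 352 without RA_0 replicate 2 and 288 without PLA_1h replicate 2. Among the 4 named transcripts, none of which passed, Prrt4 (NM_001109226, chromosome 4, 56039955 to 56050415) stood at 30.3 ± 21.9 CPM (SD, n = 2) against 1.06 ± 0.818 at RA_0, a log2 change of 3.79, and Arntl at 15.7 ± 2.15 CPM, a log2 change of 1.99. Cited4 (NM_053699, chromosome 5, 141258564 to 141259455) fell from 34.6 ± 10.5 to 10.7 ± 0.193 CPM and Dgkz (NM_031143, chromosome 3, 76312721 to 76342603) from 90.2 ± 1.32 to 38.7 ± 7.02 CPM, log2 changes of -1.57 and -1.21. DESeq2 called Prrt4 and Arntl (adjusted p over all alternatives 9.27e-06 to 1.00).

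For PLA_34d against RA_0, the course of the disease under placebo, limma called 0 transcripts (smallest adjusted p 0.914), with 328 at an unadjusted p under 0.05. limma-voom and edgeR called 0 and DESeq2 called 38. By the study's rule 203 rose and 45 fell (248 in all). These counts rested on single libraries. Without PLA_34d replicate 2, so that replicate 1 stood alone, limma called 438 transcripts, all of them rises, and 1209 met the study's rule. Without PLA_34d replicate 1, limma called 0 and 144 met the rule, while 102 met it without RA_0 replicate 1 and 533 without RA_0 replicate 2. Quantile normalization moved the share of rises among the transcripts meeting the rule from 81.9% to 65.9%. With the 20 most abundant transcripts left out, the rest were rescaled without TMM factors. The median change of all transcripts then moved to 0.17 on the log2 scale. It moved to 0.12 for AP_1h against RA_0 and to -0.17 for AP_34d against PLA_34d. Whether the transcripts or the dropped factors moved it was not tested.

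The 4 transcripts named for PLA_34d against RA_0 did not pass. Ubd (NM_053299, chromosome 20, 1475948 to 1477895) stood at 24.6 ± 1.26 CPM (SD, n = 2) against 3.24 ± 0.875 at RA_0, a log2 change of 2.61. Glycam1 (NM_012794, chromosome 7, 142455642 to 142457902) stood at 172 CPM in PLA_34d replicate 1 and 4.12 CPM in replicate 2, and had no read in any of the other 8 libraries. Its fitted log2 change of 4.90 ± 1.18 (SE) depends on the pseudocount and is no bound. Chac1 (NM_001173437, chromosome 3, 105870108 to 105873318) fell from 94.8 ± 25.9 to 14.5 ± 1.36 CPM and Nr1d1 (NM_001113422, chromosome 10, 87541246 to 87548186) from 31.4 ± 2.55 to 13.5 ± 2.98 CPM, log2 changes of -2.60 and -1.17. Nr1d1 overlaps another transcript of its own symbol as well as a transcript of another symbol, and is uncertain. DESeq2 called Ubd and Chac1 (adjusted p over all alternatives 0.00655 to 1.00). Without PLA_34d replicate 2, limma called Glycam1 at a log2 change of 7.43 (limma adjusted p 2.46e-05, up to 1.00 over the alternatives).

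AP_1h against PLA_1h and AP_34d against PLA_34d ask whether acupuncture differs from placebo at the same time. They do not separate turning the needle from puncturing the tissue, since the placebo was injected elsewhere. At 1 h limma called 0 transcripts (smallest adjusted p 0.0637), with 414 at an unadjusted p under 0.05. limma-voom and edgeR called 0 and DESeq2 called 42. By the study's rule 100 were higher and 169 lower under acupuncture (269 in all), with 475 without AP_1h replicate 2 and 418 without PLA_1h replicate 1. The 4 named transcripts did not pass. Ogfrl1 (NM_001025708, chromosome 9, 22233997 to 22247453) stood at 102 ± 16.2 CPM (SD, n = 2) against 32.3 ± 3.01, a log2 difference of 1.62. Cst7 stood at 355 ± 86.7 against 52.3 ± 41.2 CPM, a log2 difference of 2.97. RGD1561161 stood at 6.52 ± 1.27 against 37.7 ± 3.91 CPM, a log2 difference of -2.37, and Zfp365 (NM_001025145, chromosome 20, 21490528 to 21514845) at 1.65 ± 1.42 against 19.9 ± 1.38 CPM, a log2 difference of -3.09. DESeq2 called each of the 4. The adjusted p of Ogfrl1, Cst7 and Zfp365 by limma was 0.290, 0.445 and 0.145, and ran from 6.09e-06 to 1.00 over the alternatives. The adjusted p of RGD1561161 was 0.0637 by limma and ran from 8.68e-09 to 0.622 over the alternatives, under 4 of which it passed.

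At 34 days limma called 0 transcripts between acupuncture and placebo (smallest adjusted p 0.147), with 561 at an unadjusted p under 0.05. limma-voom and edgeR called 0 and DESeq2 called 90. By the study's rule 142 were higher and 224 lower under acupuncture (366 in all). Without PLA_34d replicate 2, limma called 453, 1.55% of them higher under acupuncture, and 1237 met the rule. Leaving out the 20 most abundant transcripts also dropped the TMM factors. The share of higher transcripts among those meeting the rule then fell from 38.8% to 20.1%. The 4 named transcripts did not pass with all libraries. Tnfrsf12a stood at 54.5 ± 4.9986 against 8.16 ± 2.33 CPM (SD, n = 2) and Ucp3 (NM_013167, chromosome 1, 157896001 to 157909609) at 852 ± 459 against 49.0 ± 29.3 CPM, log2 differences of 2.62 and 4.12. G0s2 stood at 4.53 ± 0.495 against 32.1 ± 3.96 CPM and Dgkz at 31.4 ± 10.6 against 112 ± 1.57 CPM, log2 differences of -2.58 and -1.85. By limma with all libraries their adjusted p was between 0.147 and 0.236. DESeq2 called each of the 4, as did limma without PLA_34d replicate 2 (adjusted p 0.00458 to 0.0305), and over all alternatives their adjusted p ran from 1.06e-08 to 1.00.

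Averaged over both times, limma called 0 transcripts between acupuncture and placebo (smallest adjusted p 0.0552), with 587 at an unadjusted p under 0.05. limma-voom and edgeR called 0 and DESeq2 called 64, and limma called 2 without AP_1h replicate 2 and 176 without PLA_34d replicate 2. The interaction, which asks whether the difference between acupuncture and placebo at 34 days is another than at 1 h, gave 0 calls by limma (smallest adjusted p 0.514), with 416 at an unadjusted p under 0.05. limma-voom and edgeR called 0 and DESeq2 called 32, and limma called 308 without PLA_34d replicate 2.

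The study's rule does not adjust for the number of tests. In 20 draws of simulated libraries with no change between groups (10104 transcripts), it was met by 377 transcripts on average for AP_1h against RA_0, with a range from 344 to 402, and limma called at most 2. The 628 found there lay above that range. The 366 of AP_34d against PLA_34d lay inside the simulated range of 340 to 402. The counts of the other 4 comparisons lay below theirs, the lowest of which began at 319. Each simulated transcript was drawn independently, so these ranges leave out shifts that many transcripts share within a library. They can therefore be too narrow, and a count outside them does not exclude chance.

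**Figure D3:**
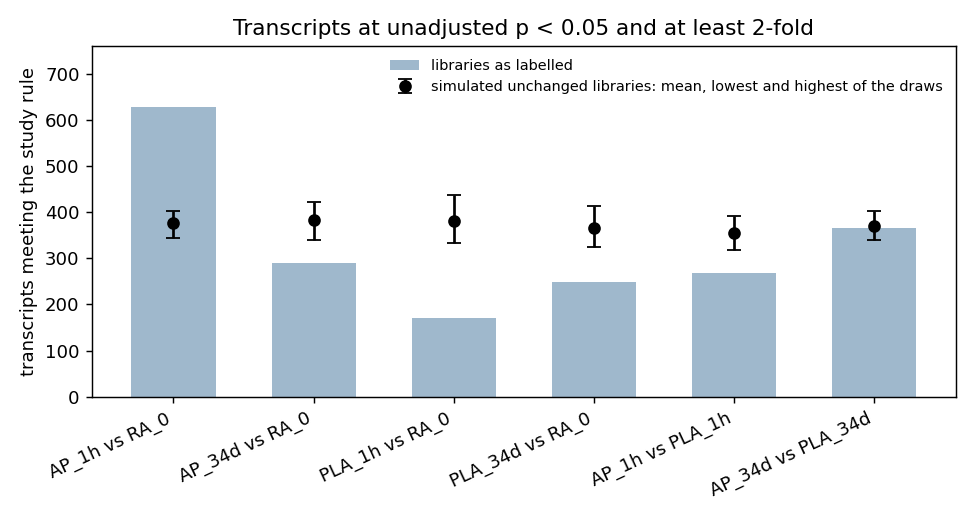
Number of transcripts meeting the study's rule in the 6 pairs of groups (bars) beside the mean, lowest and highest number in 20 draws of simulated libraries with no change (points with bars). AP_1h against RA_0 (628) is the bar above its simulated range (344 to 402). Simulated transcripts were drawn independently of each other, so the ranges can be too narrow.

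Acupuncture and placebo share the RA_0 libraries, so their changes correlate without any effect. Across transcripts, the changes of AP_1h and PLA_1h correlated with r = 0.643, where simulated unchanged groups gave a mean of 0.511 (0.489 to 0.536, 200 draws). It was 0.494 without AP_1h replicate 2 and 0.385 without PLA_1h replicate 1, which leaves single libraries, and 0.779 without RA_0 replicate 2. With each arm set against another RA_0 library, r was 0.233 and 0.210. At 34 days r was 0.444, below the simulated 0.508 (0.481 to 0.534), and was 0.691 without RA_0 replicate 2 and 0.151 without AP_34d replicate 2. With separate RA_0 libraries it was 0.205 and -0.05, so the sign depended on which library served which arm. The simulated ranges come from transcripts drawn independently, so an r outside them does not exclude chance. Of the transcripts meeting the study's rule against RA_0, 92 were shared by AP_1h (628) and PLA_1h (171), all in the same direction, and 25 by AP_34d (289) and PLA_34d (248), all in the same direction.

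The study asked whether wound healing, inflammation and the early response to mechanical stress were moved, with 7 gene sets: early mechanical response (Mec.E.), early healing (Heal.E.), a wide and a wound-related set for the epithelial to mesenchymal transition (EMT and EMT.T2), and the ontology terms wound healing (whGO), inflammatory response (InflGO) and response to wounding (rwGO). camera called 0 of 42 tests at an adjusted p under 0.05, and fry and an estimated correlation called 0 as well (smallest adjusted p 0.322 and 0.320). The smallest camera value, an adjusted p of 0.0867, was shared by the fall of Mec.E. (37 transcripts) in AP_1h, AP_34d and PLA_1h against RA_0, with median log2 changes of -0.19, -0.26 and -0.24 and an unadjusted p under 0.05 in each. camera called 1 set without RA_0 replicate 1, 3 without PLA_34d replicate 1, and 4 without AP_1h replicate 2 or PLA_34d replicate 2.

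The hypergeometric test, which treats genes as independent, called 8 of 84 overlaps with the transcripts meeting the study's rule. The strongest was InflGO among the rises at AP_1h against RA_0, with 23 genes where 7.01 were expected (adjusted p 4.39e-05). In that comparison rwGO was also enriched among rises (24 against 10.5, adjusted p 0.00505) and Mec.E. among falls (6 against 1.34, adjusted p 0.0235). Those 6 are Actn2, Cacna1g, Cacnb2, Gjb2, P2ry2 and Myl2, a gene of slow muscle fibres. InflGO was enriched among the rises at AP_34d against RA_0 (13 against 4.11) and against PLA_34d (11 against 3.84), rwGO among the rises against PLA_34d (16 against 5.75), and whGO and EMT among the rises of AP_1h against PLA_1h (8 against 2.21 and 7 against 2.06), with adjusted p between 0.00505 and 0.0481. None of the 8 was called by camera or fry. The number was 1 without either RA_0 library and 14 without PLA_34d replicate 2.

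Of the 8 genes that the study followed in joint cells or serum, 6 were tested here. In none of the 6 pairs of groups did 1 of them pass, adjusted over the list alone (smallest limma adjusted p 0.166) or over all genes (smallest limma adjusted p 0.498 with all libraries, and 0.315 over all alternatives, both for Gjb2), and 1 had an unadjusted p under 0.05, in AP_1h against RA_0. Voom, edgeR and DESeq2 called none either. Fos stood at 72.6 ± 71.9 CPM (SD, n = 2) at RA_0 and 87.0 ± 70.6 CPM at AP_1h, and at 24.9 ± 21.3 CPM at PLA_1h. Ada stood at 4.74 ± 2.32 CPM at RA_0 and 10.9 ± 8.89 CPM at AP_1h, and Adora2a at 8.71 ± 1.18 and 5.56 ± 3.30 CPM. S100a8 averaged between 0.396 and 3.33 CPM and S100a9 between 1.13 and 9.07 CPM over the groups. Gjb2 fell from 1.99 ± 1.80 CPM at RA_0 to 0.108 ± 0.153 CPM at AP_1h, where 1 library held no read of it (a floor of 0.420 CPM). Adora3 and Wnt5b stayed under the filter on low values. Wnt5b stood at 0.954 and 1.04 CPM in the RA_0 libraries (11 reads) and at 0.216 and 0 CPM in the AP_1h libraries (2 reads), which do not overlap. Without the filter its log2 change was -0.86 ± 0.26 (SE, limma adjusted p 0.491, unadjusted p under 0.05). Adora3 held between 3 and 7 reads per group, and neither passed in any of the 6 pairs of groups in that fit.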

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

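Counts of transcripts were recomputed under 15 alternatives, counts of sets and overlaps under 16 and each correlation under 10, and all with each of 10 libraries left out. The rRNA covariate and the sum per symbol were chosen after seeing the data. Where a group keeps 1 library, that library is assumed to vary like the other groups. The cause of the movements was not tested. Alternatives that give no value, such as camera under DESeq2 or a correlation under another test, are left out.

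For AP_1h against RA_0 (3 calls), a pseudocount of 4 gave 1, and no filter, the top 20 left out, voom and edgeR gave 0. The pair alone gave 108, DESeq2 173 and the rRNA covariate 8. Leaving out 1 library gave 0 to 6. For AP_34d against RA_0 DESeq2 gave 33 calls, for PLA_1h 11 and for PLA_34d 38, and leaving out 1 library gave 0 to 1 for PLA_1h and 0 to 438 for PLA_34d. AP_1h against PLA_1h gave 1 with a mean of at least 5 CPM, 12 for the pair alone, 42 by DESeq2 and 1 with the rRNA covariate. AP_34d against PLA_34d gave 90 by DESeq2 and 0 to 453 with 1 library left out. The averaged difference gave 4 with a mean of at least 5 CPM, 64 by DESeq2, 6 with the rRNA covariate and 0 to 176 with 1 library left out, and the interaction gave 32 by DESeq2 and 0 to 308.

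By the study's rule, a pseudocount of 4 gave 386, 161, 89, 107, 165 and 216 transcripts in the order of the report. PLA_1h against RA_0 gave 258 for the pair alone. PLA_34d against RA_0 gave 130 with a mean of at least 5 CPM, 145 by voom, 431 by edgeR, 501 by DESeq2 and 118 with the rRNA covariate, of which 33.9% rose. AP_34d against PLA_34d gave 608 by edgeR and 628 by DESeq2, and with the rRNA covariate 54.8% of 325 were higher. Leaving out 1 library gave 486 to 712, 231 to 905, 128 to 352, 102 to 1209, 253 to 475 and 248 to 1237.

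Overlaps called by the hypergeometric test numbered 4 by voom, 13 by edgeR, 15 by DESeq2, 4 with the rRNA covariate, 0 with adjusted calls in place of the study's rule, and 1 to 14 with 1 library left out. camera gave 0 to 4. The correlation at 1 h was 0.663 with a mean of at least 5 CPM, 0.233 and 0.210 with separate controls, and 0.385 to 0.779 with 1 library left out. At 34 days it was 0.205 and, reversed, -0.0549 with separate controls, and 0.151 to 0.691.

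With the replicate number as a block, AP_1h against RA_0 gave 0 calls. The numbers do not pair animals: residuals of libraries with the same number correlated between -0.464 and 0.446, above 0.1 in 4 of 10 pairs of groups.

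Among the named genes, 41 changes reversed, all in the 8 followed genes, none of which passed. Adora2a went to 0.000372 at AP_34d and 0.21 at PLA_34d against RA_0 with the rRNA covariate, to -0.00927 at PLA_1h by voom, and to -0.10 (top 20 left out) and -0.21 (rRNA covariate) for AP_34d against PLA_34d. Ada at PLA_34d against RA_0 went to -0.00404 (median of ratios), -0.20 (quantile), -0.0314 (voom), -0.0120 (DESeq2) and -0.0169 (rRNA covariate), and for AP_34d against PLA_34d to -0.0200 (top 20 left out). S100a8 at AP_1h against RA_0 went to -0.0675 with a pseudocount of 0.25 and -0.0698 by voom, and Fos to -0.19 with the rRNA covariate. With 1 library left out, against RA_0, Adora2a ran from -0.47 to 0.10 (AP_34d) and -0.21 to 0.28 (PLA_1h), Ada from -0.36 to 0.65 (AP_34d), -0.25 to 0.60 (PLA_1h) and -0.42 to 0.45 (PLA_34d), S100a8 from -0.81 to 0.97 (AP_1h) and -1.06 to 0.31 (AP_34d), S100a9 from -0.85 to 1.03 (AP_1h), Fos from -0.78 to 1.67 (AP_1h) and -2.13 to 0.33 (AP_34d), and Gjb2 from -0.95 to 0.37 (PLA_1h) and -0.97 to 0.35 (PLA_34d). For AP_1h against PLA_1h, Ada ran from -0.14 to 1.55, S100a8 from -1.60 to 0.18 and S100a9 from -1.73 to 0.16, and for AP_34d against PLA_34d, Adora2a from -0.23 to 0.34, Ada from -0.38 to 0.63, S100a8 from -0.21 to 1.16 and Fos from -0.67 to 1.64.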

Other observations

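Only the lymph node, mammary, deviating library, genomic span and regrouping tests had their outcomes written down before their values were seen; the tests of the principal component, clock, Hox genes, fibres, glucocorticoid response, leukocytes, tendon and counting were chosen only after the result was seen. With 2 animals per group, no explanation below was tested in a second set of animals.

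Glycam1, at 172 CPM in PLA_34d replicate 1, could come from lymph node tissue in the excised sample. A list of lymph node genes was written after Glycam1 and the deviating library had been seen, but before the values of its other members. It was first run on tested transcripts and then widened to every transcript in the table, because the filter removes transcripts high in 1 library only, and the verdict was the same. Without Glycam1, 18 transcripts of 17 symbols lay a median of 3.91 on the log2 scale above the other libraries, 15 of them highest in that library, and 0% of 10000 random lists lay as high. The study lists 4 of them, and 3 exceeded 1 CPM in the mean of RA_0. Coro1a stood at 178 CPM, Cr2 at 91.4 CPM and Cd79b at 72.0 CPM there. In replicate 2 the list lay 0.46 above RA_0. Mammary tissue, tested because Glycam1 is also a milk gene, did not account for it: the median difference of 12 transcripts was 0, and 89.6% of random lists lay as high.

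The 248 transcripts that met the study's rule at PLA_34d against RA_0 may rest on that single library. Leaving out replicate 2 gave 8.40 times as many (1209) as leaving out replicate 1 (144). At the rises, replicate 1 lay a median of 2.04 above RA_0 on the log2 scale and replicate 2 lay 0.77 above it, and replicate 1 lay farther out at 91.1% of them. In that library 161 transcripts lay far above every other library, against 0 to 4 in the others, and 44 of the 203 rises against RA_0 and 41 of the 224 falls of AP_34d against PLA_34d were among them. So part of the difference between acupuncture and placebo at 34 days could be tissue taken along with the muscle. A bias by gene length did not account for most of the calls: after a trend with genomic span was removed, 234 transcripts met the rule, 199 of them among the 248 before, and 78.6% of the 234 were rises.

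The first principal component may follow how much ribosomal RNA and abundant muscle RNA each library holds. It correlated with the log2 share of Rn45s with r = -0.851 over 10 libraries (permutation adjusted p 0.00153, 100000 resamples over 3 relations), with r = -0.773 without PLA_34d replicate 1 and PLA_1h replicate 2, and with the same sign in 4 of 5 groups. It correlated with the TMM factor with r = 0.913 and with depth with r = 0.440. What sets the share of Rn45s was not tested.

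Slow fibre genes fell at AP_1h, which a lower share of slow fibres in the excised piece could explain. The slow fibre list fell by a median of 3.29 on the log2 scale against RA_0 while the fast fibre list moved by -0.05. Of the 12 genes on the slow list, 9 had been seen among the study's changed genes before the list was written. The 4 transcripts of the others changed by a median of -1.59, with 0 higher. In addition 7 transcripts outside the lists that follow the slow list between replicates were tested, and their median change was -1.52, with 6 lower and 0% of 10000 random lists as low. They include Myh6, which shares sequence with Myh7. The 7 changed by a median of -0.65 at AP_34d, -0.64 at PLA_1h and -0.70 at PLA_34d, and the slow list by -1.66, -2.32 and -1.25. The mean log2 level of the slow list also differed between replicates, with 8.15 and 6.06 at AP_34d and 8.66 and 5.90 at PLA_34d, and it was high in both RA_0 libraries (8.89 and 7.97). A lower share of slow fibres leaves other changes open: among the fast genes, Myh1 and Myh2 fell at AP_1h (log2 -1.96 and -1.54, in both libraries) while Myh4 rose (0.80). The slow list passed under camera (adjusted p 5.34e-10) and not under fry (0.308). Which piece of muscle was taken from each animal was not analysed here.

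The rise of Arntl might come from another time of day at sampling. Without Arntl itself, the 4 other members of its phase changed by a median log2 of 0.61 at AP_1h and 1.08 at AP_34d, with 4 of 4 higher, and by 0.09 at PLA_1h, with 2 of 4 higher. Of the Dbp-phase list, 0 of 6 members were higher at AP_1h, AP_34d or PLA_1h. At PLA_34d Arntl changed by 0.81, the rest of its phase by 0.23 and the Dbp-phase list by -0.14, with 1 of 6 higher. Arntl and Nfil3, and Dbp and Nr1d1, had been seen among the study's changed genes before the lists were written. The other Dbp-phase members changed by a median of -0.13 at AP_1h, where 35.1% of random lists lay as low, -0.41 at AP_34d (3.54%) and -0.58 at PLA_1h (0.1%). The other Arntl-phase members changed by 0.60 at AP_1h, where 5.12% of random lists lay as high, 0.66 at AP_34d (2.06%) and -0.07 at PLA_1h (57.8%). Of the changes against RA_0, only those at AP_34d lay beyond nearly all random lists for both phases (2.06% and 3.54% as far out). At AP_1h both lay beyond most random lists, but 35.1% lay as low as the Dbp-phase members. For AP_34d against PLA_34d, these Arntl-phase members changed by 0.42 (2.81% as high) and these Dbp-phase members by -0.48 (0.22% as low). For AP_1h against PLA_1h, the Arntl-phase members changed by 0.08 (45.7% as high). The Dbp-phase members rose there by 0.32 (2.76% as high), with 4 of 4 higher. An effect of therapy and the time of day cannot be told apart here, since the hour of sampling is not used here.

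Cst7 could rise because of more leukocytes in the tissue. The leukocyte list rose by a median of 1.02 at AP_1h, with 11 of 11 members higher, which passed under camera (adjusted p 0.00136) and not under fry (0.668), but the rise rested on AP_1h replicate 1. The mean log2 level of the list was 5.11 there and 3.58 in replicate 2, against 3.38 and 3.43 at RA_0, while Cst7 was high in both (416 and 293 CPM). In replicate 2 Cst7 kept 69.9% of the gain in CPM over RA_0 that it had in replicate 1, and the list a median of -1.27%, with 0 of 11 members as high as Cst7. In PLA_34d replicate 1 the list had a median of 72.6% of that gain and Cst7 had 0.205%. More leukocytes of the kinds in the list therefore do not account for the rise of Cst7. Ptprc was not among the members tested and cytotoxic cells are not in the list, so other kinds of leukocyte stay open, as does a change within cells, for which no test was made.

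Fkbp5 and Ucp3 rose against RA_0 at AP_1h, AP_34d and PLA_1h, which might reflect a glucocorticoid or fasting response. The rest of their list changed by a median of 1.62 at AP_1h, by 2.27 at AP_34d and, without acupuncture, by 0.95 at PLA_1h with 14 of 14 members higher. It changed by -0.10 at PLA_34d, where Ucp3 fell by 0.46, and was higher under acupuncture than placebo by 0.56 at 1 h (8 of 14 members) and 1.00 at 34 days (14 of 14). But 10 of the 16 members, Fkbp5 and Ucp3 included, had been seen among the study's changed genes before the list was written. The 6 others changed by a median of 0.70 at AP_1h and 0.65 at AP_34d, where 0.140% and 0.150% of random lists lay as high, and by 0.22 at PLA_1h, where 9.73% did. With Fkbp5 and Ucp3 included the list passed at AP_1h under camera (adjusted p 1.57e-12) and not under fry (0.0673). Of these 6, 4 were higher at AP_1h, 6 at AP_34d and 6 at PLA_1h, so the tally of members does not set acupuncture apart from placebo. The median of the members not seen beforehand rose with both genes after acupuncture, and by less at PLA_1h. Random lists did not exclude chance at PLA_1h. In no group do they allow for members that vary together or for variation between animals. A response to handling and an effect of acupuncture cannot be told apart.

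Hoxa10 fell at AP_1h, and another site of excision along the body could explain that. The posterior list without Hoxa10 moved the other way, by 1.21 against PLA_1h, but much of that was a low level at PLA_1h: against RA_0 it changed by 0.49 at AP_1h, with 3 of 4 members higher, and by -0.98 at PLA_1h, with 1 of 4 higher. The trunk list changed by -0.49 against PLA_1h and by -0.68 against RA_0, with 0 of 4 members higher in either. Of the 4 posterior genes, 2 had been seen among the study's changed genes before the list was written, and the other 2 changed by a median of 0.06 against PLA_1h. The tendon list changed by a median of 0.30 at AP_1h against PLA_1h: Kera, Chad, Tnmd and Fmod fell (-3.71, -2.68, -1.76 and -3.19), while Col1a1, Col1a2, Col3a1, Scx and Dcn rose. The falling genes and Scx had been seen among the study's changed genes before the list was written, and the 5 other members changed by a median of 0.61. Less tendon in the sample, another site and an effect of acupuncture cannot be told apart by these values.

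Reads that fit several transcripts could be lost at counting. Of the transcripts that overlap one of the same symbol, 45.9% were at 0 in all libraries, against 18.02% of the others.

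Regrouping the libraries did not exclude chance for the counts by the study's rule. Of 100 groupings of all libraries, the real one included, 13 gave as many transcripts by the study's rule as AP_1h against RA_0, 39 as AP_34d, 62 as PLA_1h and 46 as PLA_34d against RA_0, 52 as AP_1h against PLA_1h and 36 as AP_34d against PLA_34d. Regrouped libraries keep any true differences between groups, which can raise their counts, and they gave up to 1493 transcripts for AP_1h against RA_0. The 628 of that comparison lay above the 344 to 402 of simulated libraries with no change, whose transcripts were drawn independently. For acupuncture against placebo over both times, the real split of the 8 treated libraries gave 0 adjusted calls by limma, so that all 35 splits gave as many by construction, which decides nothing. The splits were fitted with 1 mean per therapy, which pools 1 h and 34 days and ignores time, unlike the fit with group means behind the averaged difference in the report. In that simpler fit the real split gave 566 transcripts at an unadjusted p under 0.05, and 12 of the 35 splits gave as many.

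Over 13 lists, which were written before the expression values were examined but with 44 of their 154 members already seen among the study's changed genes, and 6 pairs of groups (78 tests), camera called 34, fry 2 (the Arntl-phase list with Arntl in it, at AP_1h and AP_34d against RA_0) and an estimated correlation 0 (smallest adjusted p 0.171), so most calls by camera rested on its preset correlation. At AP_1h against RA_0 the immediate early list changed by a median of 0.41, adipocytes by -0.29, red blood cells by -0.75, keratinocytes (1 member tested) by 0.13 and the trunk list by -0.68. Immediate early genes were higher at AP_1h than at PLA_1h by a median of 1.03, with 17 of 18 members, under camera (adjusted p 9.52e-07) and not under fry (0.591), but 1 library carried this: their mean log2 level was 6.69 in AP_1h replicate 1 and 5.03 in replicate 2, against 5.23 and 4.49 at PLA_1h. Of the 10 members not seen beforehand, 9 were higher. No marker list shared a member with another, though the study's sets share some with them. For Mec.E., which fell at AP_1h, Myl2 is on the slow fibre list and Myh2 on the fast fibre list. For these lists no explanation was tested.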
